A study of Homo sapiens with 9 samples.

How the data were processed

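Accessible chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters preferentially into open DNA, in HEK293T cells, an established human embryonic kidney line. Per the labels' protocols, the lysis and transposition steps followed the Omni-ATAC variant of the method, and libraries were purified on magnetic beads. The labels give 9 libraries in 4 groups. The control group, made with a non-targeting guide, had 2 libraries, from batches 2 and 3. The IGF2BP1 knockout had 3 libraries, from batches 1, 2 and 3. The IGF2BP2 knockout and the IGF2BP3 knockout had 2 libraries each, from batches 2 and 3. Per the labels' protocols, each knockout was 1 single-cell clone obtained by transient transfection of a plasmid expressing 3 guide RNAs, so clone and genotype cannot be told apart in any comparison.

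The authors deposited 4 peak lists, 1 per group, each with 3 columns that give the chromosome, start and end of a peak. The lists as deposited hold no height, score, fold enrichment or p-value. The aligner, the peak caller, its threshold, the treatment of the transposase offset and the way libraries were combined into 1 list are not stated in the labels or the lists. The read depth behind each list is unknown, and no interval that needs it is given. A deeper or more permissive list holds more peaks near its threshold, which affects every count of peaks below. Without values per library, no spread between replicates was measured, no test across replicates was made, and the lists could not be compared within batches. Batch 1 contributed to the IGF2BP1 knockout alone.

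The genome build is not stated. The lists use chromosome names and 59 unplaced sequence names in the style of GRCh38. As a check, the peaks were compared with gene positions of GRCh38.p14 (RefSeq table), and 29.5 to 40.2% of the peaks of a list lay within 1 kb of a gene end, against 10.6 to 12.4% after moving all peaks by 100 kb in either direction. Gene names and gene neighbourhoods come from that table, and all coordinates printed are those of deposited peaks, counted from 1. The table gives the start and end of each gene without its strand, exons or transcripts. Transcription start sites, which the comparisons had been planned on, were therefore replaced by gene ends, meaning a position within 1 kb of either the start or the end of a gene, so a peak at the 3′ end of a gene counts as well. Random gene lists were matched on gene length (under 10 kb, 10 to 50 kb, longer) in place of the number of start sites. Whether a peak is exonic, intronic or in a UTR was not determined.

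Peaks of different lists were called shared when they had at least 1 bp in common. The percentage of shared peaks is given with a 95% Wilson interval, which covers counting error over peaks only. The Jaccard index is the number of bases in both lists divided by that in either list, with a 95% interval from 1000 bootstrap draws of 5 Mb genome blocks. Regions were formed by merging overlapping peaks of the 4 lists, and each region was classed by which lists held it. Because all 3 knockouts were compared with 1 control list, the counts of each class were set against 1000 simulations of unchanged groups from a Rasch model fitted by conditional maximum likelihood. In this model each list has 1 ease of detection and each region 1 strength. The simulation holds the numbers of regions in 1, 2, 3 and 4 lists at their observed values, so an excess in one class is balanced by deficits in other classes held by as many lists, and their ratios are not independent. Ratios of observed to simulated counts carry 95% intervals from 1000 draws of 5 Mb blocks.

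Peak width was used in place of a score to rank peaks within a list. Chromosome shares, for chromosomes 1 to 22 and X, were compared with two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 69 tests, and a chromosome was called at an adjusted p-value under 0.05 with a share at least 1.25 times higher or lower. These tests compare lists of peaks, not genotypes, since peaks are not replicates and neighbouring peaks are not independent. Window ratios were computed in 5 Mb windows holding a mean of at least 20 peaks, with a pseudocount of 0.5, as the log2 of the knockout list's share of peaks over the control list's share.

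The comparisons, the alternatives and a list of innate immune genes were fixed before the data were examined. Of the 164 symbols listed, 161 genes matched the RefSeq table, and the other 3 symbols were older names of genes already listed. The rule for naming items, fixed at the same time, was to name the 3 targeted genes, up to 5 regions in all 3 knockout lists and up to 5 in the control list alone (at least 1 kb from any peak of the lists that lack them, ranked by the smallest width among the lists that hold them), listed immune genes whose gene-end peak differed in the same direction in all 3 knockouts, and called chromosomes. Alternatives covered the overlap rule, lists shortened to the 39194 widest peaks or to 39194 random peaks (the size of the shortest list, 20 draws), peaks merged within 500 bp, peaks trimmed to 200 bp, chromosomes 1 to 22 and X alone, other distances from a gene end (500 bp and 2.5 kb), protein-coding genes alone, and shares of covered bases.

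The procedures were tested on simulated data. Overlap counts and Jaccard indices equalled those of bedtools in 3 of 3 comparisons. In 50 sets of unchanged groups drawn from the fitted model, the ratio of observed to simulated regions in all 3 knockouts and not in the control had a median of 1.0. It ranged from 0.984 to 1.02. Being drawn from the model, these sets do not show how far real lists depart from it. When 200, 1000 or 3000 regions in all 3 knockouts and not in the control were added, the median ratio rose to 1.01, 1.05 and 1.09. Of the added regions, 28.8%, 26.3% and 23.6% appeared as an excess. The model absorbs the rest into the ease of detection of the lists, and a true gain common to all 3 knockouts would be understated to that degree. With 30% of the peaks of 1 chromosome removed from one part of a randomly divided list, that chromosome was called in 19 of 20 divisions, and other chromosomes were called 0 times. A simulated change point along a chromosome was recovered at a median distance of 1.8 Mb over 20 runs. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and bedtools 2.31.1.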

Results

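ATAC-seq peak lists were compared between HEK293T cells lacking IGF2BP1, IGF2BP2 or IGF2BP3, a family of RNA-binding proteins, and a control made with a non-targeting guide. The labels place 2 libraries behind the control list, 3 behind the IGF2BP1 knockout list and 2 behind each of the other lists. Each group is represented by 1 list, so none of the differences below could be set against a spread between replicates, and read depth was unknown. The control list held 39194 peaks covering 33.63 Mb. The IGF2BP1 knockout list held 50917 peaks (1.3 times the control) covering 47.03 Mb. The IGF2BP2 knockout list was the longest, with 60262 peaks (1.54 times the control), but covered 44.76 Mb because its peaks were narrower. The IGF2BP3 knockout list held 44041 peaks (1.12 times the control) covering 35.64 Mb. Median peak widths were 771 bp in the control, 834 bp in the IGF2BP1 knockout, 651 bp in the IGF2BP2 knockout and 713 bp in the IGF2BP3 knockout. Merging peaks closer than 500 bp moved the length of the IGF2BP2 knockout list most, to 59356 peaks.

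The targeted genes were examined first. A peak list does not measure the edit or the protein, so it cannot test the knockout itself. Peaks at an end of IGF2BP1 on chromosome 17 were present in all 4 lists, from 48995574 to 48998007 in the control and from 48995288 to 48997679 in the IGF2BP1 knockout. Peaks at an end of IGF2BP2 on chromosome 3 were likewise present in all 4 lists. The control peak there spanned 185824539 to 185825436 (898 bp), and the overlapping peak of the IGF2BP2 knockout spanned 185825001 to 185825372 (372 bp). The neighbouring peak just outside the gene was wider in the IGF2BP2 knockout (185825639 to 185826383, 745 bp) than in the control (185825688 to 185826323, 636 bp). The IGF2BP2 knockout also had a peak of 742 bp at the other end of the gene, from 185642910 to 185643651, where the other 3 lists had none. At IGF2BP3 on chromosome 7, the control peak at the gene end (23470372 to 23470935, 564 bp) and the wider IGF2BP1 knockout peak (23470372 to 23471422, 1051 bp) had no counterpart in the IGF2BP2 knockout or IGF2BP3 knockout lists. Of 5008 control peaks within 50 bp of that width, 385 (7.69%) were missing from both of those lists.

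Whether loss of each protein was accompanied by a different set of accessible sites was addressed by overlap. In the IGF2BP1 knockout, 68.79% of peaks (Wilson 95% interval 68.38 to 69.19) overlapped a control peak. The corresponding share was 59.83% (59.44 to 60.22) in the IGF2BP2 knockout and 72.75% (72.34 to 73.17) in the IGF2BP3 knockout. In the opposite direction, 89.94% of control peaks overlapped a peak of the IGF2BP1 knockout, 91.2% one of the IGF2BP2 knockout and 81.52% one of the IGF2BP3 knockout. Drawing 39194 random peaks from each list moved the control shares most, to 69.26%, 59.53% and 72.62%, and taking the 39194 widest peaks moved them to 76.88%, 73.1% and 76.24%. The knockout lists held 15892, 24206 and 11999 peaks without a control counterpart, and the control list held 3941, 3450 and 7244 peaks without a counterpart in the respective knockout. Peaks without a counterpart were narrow for their list. Their median width percentile was 28.93, 29.49 and 26.84 in the IGF2BP1, IGF2BP2 and IGF2BP3 knockout lists, against 60.18, 64.87 and 60.11 for shared peaks. For control peaks missing from the same knockouts, it was 14.27, 17.19 and 19.38.

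The base-level Jaccard index asked whether the control stood further from the knockouts than these stood from each other. It was 0.5954 (95% bootstrap interval 0.5869 to 0.6037) between control and IGF2BP1 knockout, 0.5626 (0.553 to 0.5725) between control and IGF2BP2 knockout, and 0.6011 (0.5933 to 0.6091) between control and IGF2BP3 knockout. Among knockouts, it was 0.6116 for IGF2BP1 and IGF2BP2, 0.5693 for IGF2BP1 and IGF2BP3, and 0.5661 for IGF2BP2 and IGF2BP3. The mean of the 3 control pairs (0.5864) exceeded that of the 3 knockout pairs (0.5823) by 0.00404 (0.000444 to 0.00749). With peaks trimmed to 200 bp the difference was 0.00202 and its interval, -0.000625 to 0.00453, included 0.

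Merging the lists gave 71597 regions, of which 29686 (41.5%) were in all 4 lists and 20133 (28.1%) in 1 list. There were 4925 regions in all 3 knockout lists and not in the control, and 1416 regions in the control list alone. Simulations of unchanged groups against the same control gave a mean of 5098 (95% of runs 4993 to 5196) and 1475 (1403 to 1549) for these classes. The ratio of observed to simulated was 0.966 (0.951 to 0.981) for regions in all 3 knockouts and 0.96 (0.914 to 1.0) for the control alone. The number of regions in all 3 knockout lists thus did not exceed that of the simulation. This does not exclude a gain common to the 3 knockouts. The model was fitted to these same lists, and in simulated data it showed 23.6 to 28.8% of added regions as an excess. The direction of the ratio for all 3 knockouts depended on which peaks were kept. With 39194 random peaks of each list, the ratio for all 3 knockouts stayed below 1 (0.495, 0.47 to 0.519). With the 39194 widest peaks of each list, 2295 regions were in all 3 knockouts and not in the control, 1.16 times the simulated number (1.12 to 1.2), and the ratio for the control alone was 1.09 (1.07 to 1.11). Other classes departed further from the simulation of the full lists. Regions in every list but the IGF2BP3 knockout numbered 3690 against 2983 simulated, a ratio of 1.24 (1.2 to 1.27), and regions in the IGF2BP3 knockout alone numbered 3506 against 2522, a ratio of 1.39 (1.35 to 1.43). Neither excess was present with the 39194 widest peaks, where the ratios were 0.986 (0.95 to 1.02) and 1.01 (0.985 to 1.03). For regions in the control and the IGF2BP1 knockout alone, the ratio was 1.27 (1.19 to 1.35), and 1.06 (1.02 to 1.1) with the widest peaks. The highest ratios with the widest peaks were in other classes held by 2 lists. They were 1.34 (1.3 to 1.38) for the IGF2BP1 and IGF2BP2 knockouts alone, and 1.27 (1.22 to 1.31) for the control and the IGF2BP3 knockout alone. In the full lists these were 1.08 and 1.1. Each excess is balanced by deficits in classes held by as many lists, because the simulation holds the number of regions per number of lists fixed. Among regions in 1 list, the ratio was 0.835 (0.816 to 0.853) for the IGF2BP1 knockout alone. Among regions in 3 lists, those in every list but the IGF2BP1 knockout numbered 967 against 1457, a ratio of 0.664 (0.619 to 0.708). Among regions in 2 lists, the ratio was 0.77 for the control and the IGF2BP2 knockout alone. It was 0.787 for the IGF2BP1 and IGF2BP3 knockouts alone. With the widest peaks these ratios were, in the same order, 0.84, 0.782, 0.629 and 0.77.

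**Figure D1:**
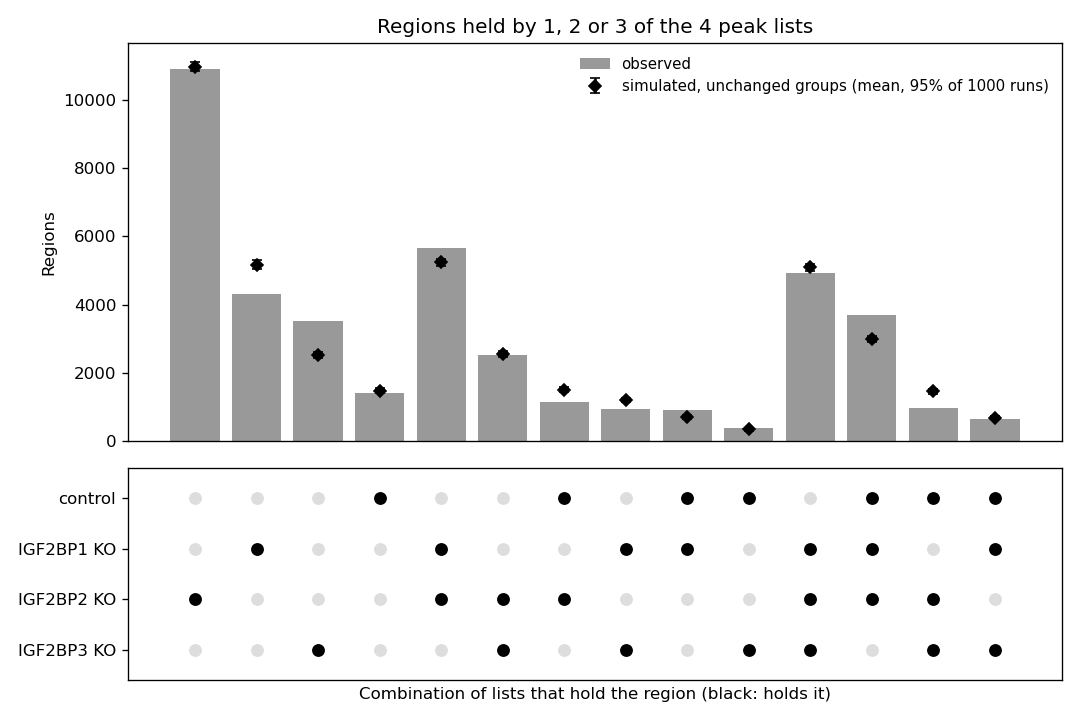
Number of regions (vertical axis) in each combination of lists holding 1, 2 or 3 of the 4 lists, with grey bars for observed counts and diamonds for the mean of 1000 simulations of unchanged groups (error bars, 95% of runs). The bar for all 3 knockouts without the control (4925) lies just under its diamond (5098), and the bar for the IGF2BP3 knockout alone (3506) lies above its diamond (2522).

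Among the 4925 regions in all 3 knockout lists, 4816 lay at least 1 kb from any control peak. The widest of these by the smallest of their 3 peaks was at 72177044 to 72178978 on chromosome 3, outside annotated genes and 196.0 kb from RYBP, with peaks of 1935, 1674 and 1695 bp in the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts. It was followed by regions at 74736283 to 74738073 on chromosome 17 within RAB37, and at 34579122 to 34581756 on chromosome 17 overlapping TMEM132E. The next were at 55413365 to 55415297 on chromosome 12, overlapping the pseudogene PHC1P1, and at 82386579 to 82388441 on chromosome 5, 108.0 kb from RPS23. Of the 1416 regions in the control alone, 1283 lay at least 1 kb from other lists' peaks. The widest was a peak of 1777 bp at 34415395 to 34417171 on chromosome 6, within RPS10-NUDT3. The others were at 11052967 to 11054374 on chromosome 1 (0.215 kb from SRM), 41927828 to 41929148 on chromosome 19 (overlapping ARHGEF1 and ERFL), 2474347 to 2475664 on chromosome X (DHRSX) and 73818860 to 73820157 on chromosome X (TSIX).

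The position of peaks relative to genes was compared next. Peaks within 1 kb of a gene end made up 40.2% of the control list (Wilson 95% interval 39.7 to 40.7), 33.5% of the IGF2BP1 knockout list, 29.5% of the IGF2BP2 knockout list and 36.9% of the IGF2BP3 knockout list. Limiting the lists to their 39194 widest peaks brought the knockout shares to 39.6%, 38.6% and 39.8%. Within each knockout list, peaks without a control counterpart were less often at a gene end than shared peaks. The shares were 12.1% against 43.2% in the IGF2BP1 knockout (odds ratio 0.18, 95% interval 0.171 to 0.19), 10.5% against 42.3% in the IGF2BP2 knockout (0.159, 0.152 to 0.167) and 12.3% against 46.1% in the IGF2BP3 knockout (0.164, 0.155 to 0.174). These intervals cover counting error over peaks.

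Of 20037 protein-coding genes, 13248 (66.1%) had a gene-end peak in the control list, and 68.4%, 68.0% and 66.8% had one in the IGF2BP1, IGF2BP2 and IGF2BP3 knockout lists. The IGF2BP1 knockout list gained such a peak at 603 genes and lacked one at 149 genes that had one in the control. The corresponding numbers were 650 and 275 in the IGF2BP2 knockout, and 465 and 330 in the IGF2BP3 knockout. Gains were common to all 3 knockouts at 236 genes and losses at 64 genes. All 3 knockouts were set against the same control list, so a peak missed there counts as a gain in each. These gene counts were not set against a simulation, and the common gains are not evidence of a common effect. With the 39194 widest peaks of each list, the IGF2BP2 knockout gained 338 genes and lost 689, and the IGF2BP3 knockout gained 400 and lost 433, so gains no longer outnumbered losses in these knockouts. The IGF2BP1 knockout gained 426 and lost 416.

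The series title names innate immune signalling, and 161 genes of innate immune pathways were examined as a set fixed in advance. A gene-end peak was present at 102 of these genes in the control list and at 107, 107 and 106 in the IGF2BP1, IGF2BP2 and IGF2BP3 knockout lists. Of the 59 genes without one in the control, 6 (10.2%), 7 (11.9%) and 6 (10.2%) gained one. Among 10000 random lists of genes also lacking a control peak and matched on gene length, these shares stood at percentiles 65.2, 71.9 and 83.6. Of the 102 genes with a control peak, 1, 2 and 2 lacked one in the respective knockout, at percentiles 45.2, 47.0 and 35.1. None of these 6 shares lay outside the central 95% of random lists. With the 39194 widest peaks of each list, the percentiles of losses in the IGF2BP2 and IGF2BP3 knockouts moved to 72.8 and 88.8. The single gene that gained a peak in all 3 knockouts was IFI16 on chromosome 1. The peaks lay outside the gene within 1 kb of its end, at 158998465 to 158999050, 158998604 to 158999114 and 158998614 to 158999184, and had width percentiles of 20.3, 29.8 and 33.0 in their lists. The number of genes with a lost peak in all 3 knockouts was 0.

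Because each knockout was a single clone, the share of peaks per chromosome was compared with the control list by two-sided Fisher's exact tests. The adjusted p-value was under 0.05 for 13, 15 and 13 of 23 chromosomes in the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts, and 3, 4 and 5 of these also passed the ratio set for a call. Chromosome 13 was higher in all 3 lists, by 1.39, 1.6 and 1.67 times (adjusted p 2.34e-17, 3.25e-39 and 2.05e-41). Chromosome 18 was higher by 1.26, 1.31 and 1.3 times (adjusted p 1.98e-05, 2.25e-07 and 3.39e-06). Each of the other calls was made in 1 list. Chromosome 17 stood at 0.743 of the control share in the IGF2BP1 knockout (adjusted p 8.96e-19). In the IGF2BP2 knockout, chromosome 11 stood at 0.71 (adjusted p 4.22e-26) and chromosome 19 at 0.789 (adjusted p 4.68e-12). Chromosome 19 was also lower in the IGF2BP1 knockout (0.823, adjusted p 3.46e-08) and the IGF2BP3 knockout (0.812, adjusted p 1.54e-08), short of the ratio set for a call. In the IGF2BP3 knockout, chromosome 2 stood at 0.778 (adjusted p 1.07e-19), chromosome 16 at 0.782 (adjusted p 8.53e-09) and chromosome 21 at 1.31 (adjusted p 1.22e-05). When peaks at gene ends alone were counted, 0 chromosomes were called in any knockout. The ratios for chromosome 13 were then 1.14, 1.16 and 1.17.

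**Figure D2:**
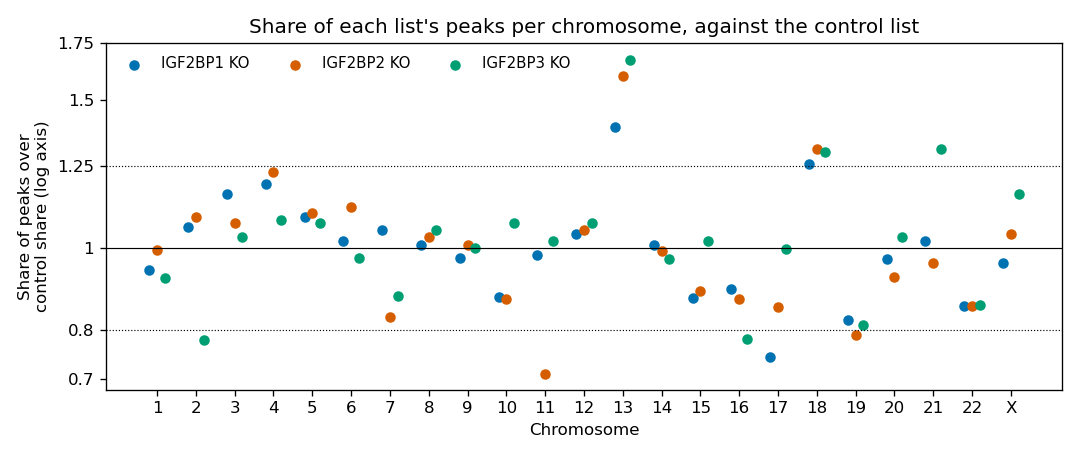
Ratio of a chromosome's share of peaks in a knockout list to its share in the control list (vertical log axis), by chromosome, with 1 point per knockout and dotted lines at the ratio set for a call and its inverse. Chromosome 13 lies highest in all 3 knockouts (1.39, 1.6 and 1.67), and chromosome 11 of the IGF2BP2 knockout lies lowest (0.71).

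The differences were not even along chromosomes. On chromosome 13, the stretch from 60 to 95 Mb, chosen after its values were seen, held 380 control peaks and 970, 1515 and 1221 peaks in the IGF2BP1, IGF2BP2 and IGF2BP3 knockout lists. Its share of peaks was 1.96, 2.59 and 2.86 times that of the control, whereas the rest of the chromosome stood at 1.05, 1.02 and 0.97. On chromosome 3, the 10 Mb on either side of IGF2BP2 held 96 control peaks at lower and 106 at higher coordinates. In the IGF2BP2 knockout list, there were 196 peaks at lower and 84 at higher coordinates, a log2 ratio of the 2 sides of -1.36 against the control (two-sided Fisher's exact test, p 8.14e-07, adjusted over 9 tests 7.32e-06). The same value was 0.11 in the IGF2BP1 knockout and 0.06 in the IGF2BP3 knockout, and the adjusted p-values of these and of the tests at IGF2BP1 and IGF2BP3 ranged from 0.639 to 0.849. Among peaks at gene ends alone, the value at IGF2BP2 in its knockout was -0.23 (p 0.577). Part of the -1.36 came from an excess at lower coordinates. The window from 175 to 180 Mb held 25 control peaks and 87 of the IGF2BP2 knockout, a log2 ratio of shares of 1.158. The windows from 185 Mb to the end of the chromosome stood at -0.711, -0.859 and -0.737.

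**Figure D3:**
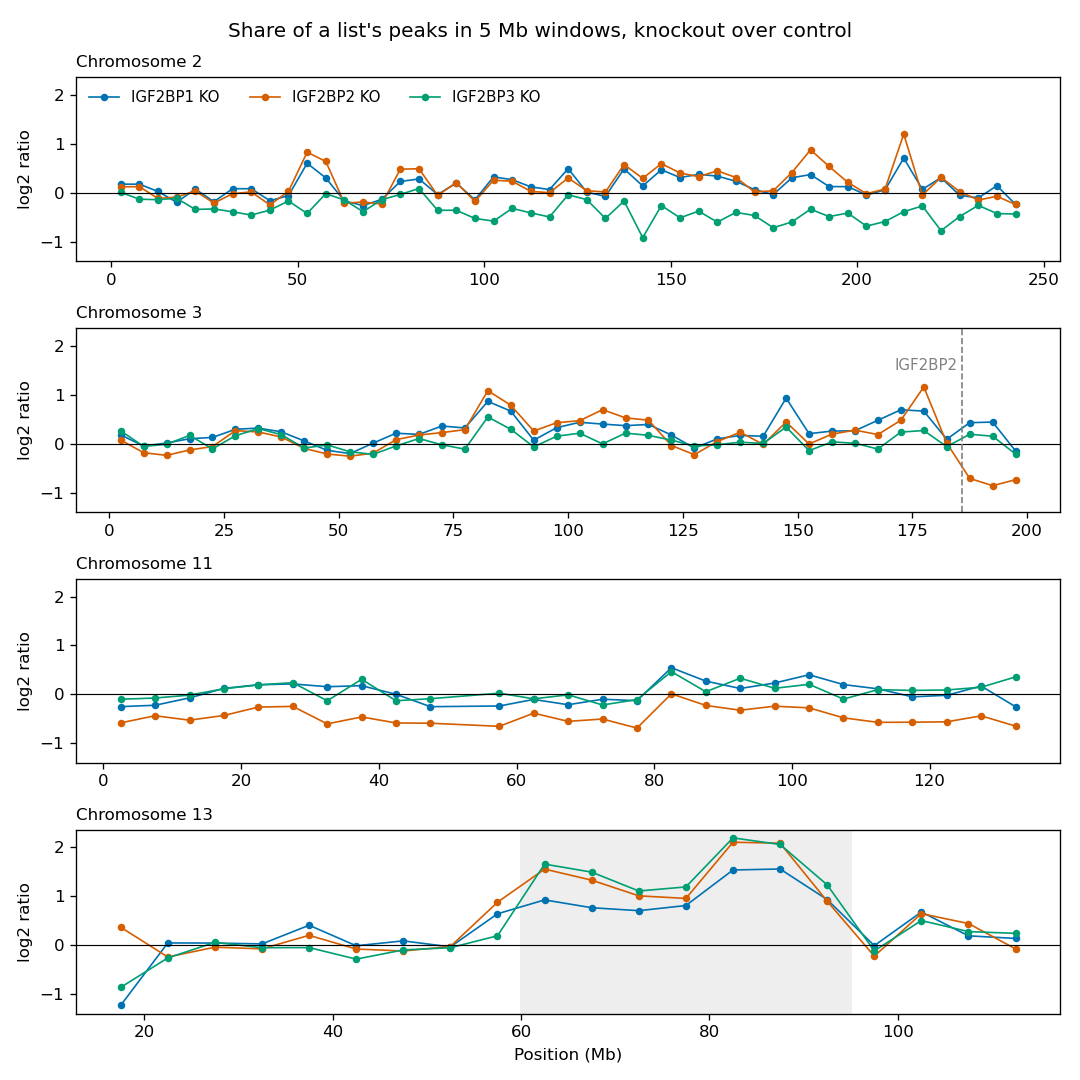
Log2 ratio of a knockout list's share of peaks to the control's share in 5 Mb windows (vertical axis) against position in Mb on chromosomes 2, 3, 11 and 13, with 1 line per knockout, a dashed line at IGF2BP2 and shading from 60 to 95 Mb of chromosome 13. In the shaded stretch all 3 lines lie above 0, with medians of 0.93, 1.33 and 1.49, and beyond IGF2BP2 the line of its knockout falls below 0.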

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

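The tests described in this part were chosen after the differences between the knockout lists had been seen.

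The share of peaks on several chromosomes differed between knockout lists, past the ratio set for a call (two-sided Fisher's exact tests of the 2 lists, adjusted over 69 tests). On chromosome 11, the IGF2BP1 knockout share was 1.38 times that of the IGF2BP2 knockout (adjusted p 8.11e-27), and the latter was 0.698 of that of the IGF2BP3 knockout (adjusted p 6.60e-31). On chromosome 2, the IGF2BP1 and IGF2BP2 knockout shares were 1.37 and 1.4 times that of the IGF2BP3 knockout (adjusted p 3.56e-35 and 3.34e-43). On chromosome 17, the IGF2BP1 knockout share was 0.744 of that of the IGF2BP3 knockout (adjusted p 9.66e-20). On chromosome 7, it was 1.27 times that of the IGF2BP2 knockout (adjusted p 3.06e-17). On chromosome 21, the IGF2BP1 and IGF2BP2 knockout shares were 0.78 and 0.733 of that of the IGF2BP3 knockout (adjusted p 1.71e-05 and 2.16e-08). Each list is 1 clone, and peaks along a chromosome are not independent.

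The share of peaks in a window relative to the control fell with the number of genes in it in all 3 knockouts, so a trend with gene density was examined. After that trend was removed over 5 Mb windows, the windows of chromosome 11 lay lower in the IGF2BP2 knockout at 100% of 26 windows against each other knockout. The share was 91.8% of 49 windows or more for chromosome 2 in the IGF2BP3 knockout, and 100% of 17 windows for chromosome 17 in the IGF2BP1 knockout against the IGF2BP3 knockout. It was 90.3% of 31 windows for chromosome 7 in the IGF2BP2 knockout against the IGF2BP1 knockout, but 58.1% against the IGF2BP3 knockout. The 8 windows of chromosome 21 lay higher in the IGF2BP3 knockout at 100%. These values argue against gene density as the whole cause.

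Copy number of the chromosome is a candidate explanation, since a chromosome with fewer copies would also lose height, and width, at peaks found in all 4 lists. Ranked by the width change of such regions relative to the other knockouts, chromosome 11 came 1st of 23 in the IGF2BP2 knockout (-0.097 on the log2 scale), and chromosome 17 came 1st in the IGF2BP1 knockout (-0.0568). For these chromosomes, copy number may contribute. Chromosome 2 ranked 2 in the IGF2BP3 knockout (-0.0616), chromosome 7 ranked 5 in the IGF2BP2 knockout (-0.0171), and chromosome 21 ranked 5 in the IGF2BP3 knockout (0.0416). For chromosome 2, the one chromosome that narrowed more was chromosome 16, which also held a smaller share of peaks in that list, so the widths do not speak against copy number there. For chromosomes 7 and 21, 4 other chromosomes moved further. On chromosome 7, widths narrowed as much in the IGF2BP3 knockout (-0.037) as in the IGF2BP2 knockout (-0.035), against 0.002 in the IGF2BP1 knockout. A rank against both other knockouts therefore says little about the difference from the IGF2BP1 knockout there. For chromosomes 2, 7 and 21, copy number and a change in accessibility cannot be told apart, because no genomic DNA read depth was used here. An effect of the missing protein on these chromosomes is untested, since each genotype is 1 clone.

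At IGF2BP2 on chromosome 3, the IGF2BP2 knockout list fell beyond the gene relative to the IGF2BP1 knockout list by a log2 ratio of -1.47 (two-sided Fisher's exact test, p 1.19e-09, adjusted over 2 tests 2.38e-09) and relative to the IGF2BP3 knockout list by -1.42 (p and adjusted p 5.27e-08). The control list as the source of the fall is argued against by the other knockouts, whose values against the same control were 0.11 and 0.06. Falls of this size were not common, as 8 of 2467 other genome positions (0.324%) had one in that list, 6 of them at 90 to 95 Mb of chromosome 13. After removal of the trend with gene count, 1 position (0.0405%) did. The most likely change point lay at 185.71 Mb (support interval 184.69 to 185.98 Mb), within IGF2BP2, at a distance of 0 Mb from the gene. In the 107 regions beyond the gene that all 4 lists held, widths changed by -0.155 on the log2 scale, and 0% of 520 other stretches of the same length narrowed more. The other knockouts changed by 0.09 and 0.057 there. The hypothesis that fits these values is a copy number loss that starts at the edited gene and runs towards the chromosome end in that clone. From the gene to the end of the chromosome, the lists held 155 peaks in the control, 238, 131 and 177 in the knockouts. Peaks at gene ends showed little of the fall (-0.23). Strong peaks can stay above a calling threshold after a loss of signal, but that was not tested here. A loss of accessibility along the whole stretch remains open, since no DNA copy number was measured here.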

How the results depend on the processing

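No paired analysis was possible because the deposited lists pool the libraries of a group and carry no values per replicate. For the same reason leaving out each replicate in turn was not possible. A ranking by the authors' score was not run, since the lists have none. Read depth is unknown, so it stays open how much of the difference in list length it accounts for. The lists without 60 to 95 Mb of chromosome 13, the lists without chromosomes low in the IGF2BP3 knockout, and the 3 variants of the test at IGF2BP2 were chosen after seeing the data.

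Of the alternatives for the main comparisons, 110 stayed on the same side or within their limits, 31 moved, 6 changed direction, 2 became stronger and 1 weaker. Of the 6, 3 went to values inside their limits, namely 1 ratio whose interval included 1 and 2 percentiles within the central 95% of random lists. Among alternatives for single pairs of lists, chromosomes and gene-end shares, 31 stayed, 29 moved and 19 were weaker, 13 of the last when peaks at gene ends alone were used. Merging peaks within 500 bp, requiring 50% of the shorter peak, using chromosomes 1 to 22 and X and the distances of 500 bp or 2.5 kb from a gene end moved none of the main comparisons they were run on beyond those limits. Leaving out 60 to 95 Mb of chromosome 13, or the chromosomes low in the IGF2BP3 knockout, was run on the classes of regions alone and moved none of them beyond the limits. The chromosome calls were not repeated without that stretch, but the rest of chromosome 13 stood at 1.05, 1.02 and 0.97 of the control share, under the ratio set for a call.

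With the widest 39194 peaks of each list, the share of knockout peaks overlapping the control was 76.24%, 73.41% and 76.36% for the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts, and that of control peaks was 76.88%, 73.1% and 76.24%. The 2 directions come together because the lists then have the same length. Under this setting 2295 regions were in all 3 knockouts and not in the control, with the ratio to the simulation reversed to 1.16, and 4569 were in the control alone, reversed to 1.09. Regions in every list but the IGF2BP3 knockout numbered 1958, with a ratio of 0.986 (0.95 to 1.02), so the excess was no longer present. The cause was not tested for these ratios, beyond the tests given among the other observations. The IGF2BP1 knockout lost 416 genes, and the IGF2BP2 knockout gained 338 and lost 689. The percentiles of immune genes that lost a peak moved to the other side of the median of random lists, 72.8 and 88.8 in the IGF2BP2 and IGF2BP3 knockouts, on counts of a few genes, and the cause was not tested. The IGF2BP1 knockout had 2 called chromosomes instead of 3, the IGF2BP2 knockout had 2 instead of 4, and the IGF2BP3 knockout kept 5. Chromosome 18 fell short of the ratio set for a call in the IGF2BP1 and IGF2BP2 knockouts (1.22 and 1.23). Chromosome 19 did so in the IGF2BP2 knockout (0.859).

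With random draws of 39194 peaks, the share of control peaks overlapping a knockout fell to 69.26%, 59.53% and 72.62%, regions in all 3 knockouts numbered 2194 with a ratio of 0.495 (0.47 to 0.519), and regions in the control alone numbered 2698 with a ratio of 0.529. The Jaccard difference between control pairs and knockout pairs rose to 0.093. The ratio for every list but the IGF2BP3 knockout reversed to 0.78. These follow from the construction, since random thinning removes strong peaks from the longer knockout lists and none from the control.

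With peaks trimmed to 200 bp, overlaps fell because narrower peaks meet less often, to 63.91%, 55.12% and 66.66% of knockout peaks and 83.03%, 84.74% and 74.9% of control peaks. The Jaccard difference was weaker at 0.00202, and regions in the control alone rose to 2318 with a ratio of 0.931 (0.897 to 0.962). That interval lay below 1, whereas the interval for untrimmed peaks reached 1.0 (0.914 to 1.0). Counting peaks within 500 bp as shared raised the control shares to 90.27% for the IGF2BP1 knockout and 91.64% for the IGF2BP2 knockout, and the IGF2BP2 knockout share to 60.25%. With peaks at gene ends alone, chromosomes called fell from 3, 4 and 5 to 0, 0 and 0. Fewer peaks were then tested, and the ratios also moved towards 1, as for chromosome 11 in the IGF2BP2 knockout (0.889). The fall at IGF2BP2 was -1 with 5 Mb on each side (two-sided Fisher's exact test, p 1.06e-02) and -1.21 with the widest peaks (p 5.30e-05).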

Other observations

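The tests in this part were chosen after the results were seen, except those of peak width for peaks missing from a list and the 2 tests of regions in all 3 knockouts, whose use on lists of the widest peaks was decided afterwards.

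Peaks found in a knockout list and not in the control had a median width percentile of at most 29.49 in their list, and control peaks missing from a knockout had one of at most 19.38. Both values are consistent with differences in calling threshold or read depth as a source of many list-specific peaks. They do not exclude weak sites that changed in the knockouts.

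In lists of the 39194 widest peaks, regions in all 3 knockouts and not in the control exceeded the simulation (1.16). Leaving out chromosomes 13 and 18, which were higher in all 3 knockouts, gave 1.14 (1.1 to 1.18), which argues against those chromosomes as the whole cause. Regions missing from 1 knockout list alone reached at most 1.07 (1.03 to 1.11), but the simulation fixes the total over these 4 classes, so a high ratio in one lowers the rest. Whether the control or any single list is the odd one out therefore cannot be told apart by this comparison. By the Jaccard index, the control pairs were more similar than the knockout pairs in the same lists, by 0.00745 (0.00463 to 0.01). In the full lists the ratio was 0.966. In simulated data the model showed 26.3% of 1000 added regions as an excess, so a common gain in the knockouts is not excluded by either value. Since the control is also 1 list, a property of that list may account for the excess.

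Regions in every list but the IGF2BP3 knockout exceeded the simulation by 1.24 times in the full lists. Without chromosomes 2 and 16, which were low in that list, the ratio was 1.23 (1.2 to 1.27), which argues against these chromosomes as the whole cause. In lists of the widest peaks there was no excess (0.986), and weak peaks near a calling threshold may therefore contribute.

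The excess of peaks on chromosome 13 in all 3 knockouts was larger than on the gene-poor chromosomes 4 and 18, by at least 1.1 times the larger of these. Chromosome 18 is not a clean measure of gene density, since its excess was also uneven. Its window from 30 to 35 Mb had log2 ratios of 0.798, 0.993 and 1.045, and that from 5 to 10 Mb 0.011, -0.144 and -0.229. A change in copy number of the whole of chromosome 13 is argued against by its share of peaks outside 60 to 95 Mb, which was at most 1.05 times the control's. On chromosome 13, the excess lay between 60 and 95 Mb. The median window there exceeded at least 96.7% of 184 other windows with at most 18 protein-coding genes, the most in any window of the segment. Most of its windows held 2 to 7 genes, so they were not closely matched. In the IGF2BP2 knockout, windows with 2, 5 and 4 genes on chromosomes 4, 14 and 18 (1.348, 1.366 and 1.848) exceeded the segment's median of 1.33. Gene density is thus less clearly argued against in that knockout. Common regions between 60 and 95 Mb of chromosome 13 were wider in the knockouts than in the control by 0.163, 0.132 and 0.145 on the log2 scale. Of 447 other stretches of the same length, 100% widened less. A candidate explanation is a segment with more copies in the knockout clones, or fewer in the control, and the lists do not say which. Of the 4925 regions in all 3 knockouts and not in the control, 334 (6.78%) lay in this segment, which held 2.71% of all regions. A change in accessibility of the segment after loss of any of the 3 proteins stays open and untested.

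The IGF2BP3 gene-end peak missing from the IGF2BP2 and IGF2BP3 knockout lists was narrow in the control list, at width percentile 26.0. Of control peaks of about that width, 7.69% were missing from both lists. At protein-coding gene ends, 37 of 510 such peaks (7.25%) were. Most control peaks of that width were thus not missing from both lists, so these shares do not favour the calling threshold as the cause. They do not exclude it either, and the absence does not serve as evidence for either edit.

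The share of peaks in a 5 Mb window relative to the control fell with the number of protein-coding genes in the window, with Spearman's rho of -0.553, -0.633 and -0.353 in the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts over 575 windows, which are not independent replicates. The lists also contained 19, 17, 24 and 29 peaks on chromosome Y in the control, IGF2BP1, IGF2BP2 and IGF2BP3 knockouts, and 3, 2, 2 and 3 on the mitochondrial genome. No explanation was tested for these.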
